A study of Rattus norvegicus with 6 samples. Its data were reported in "Early downregulation of hair cell (HC)-specific genes in the vestibular sensory epithelium during chronic ototoxicity" (2025).

How the data were processed

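RNA was sequenced from the vestibular sensory epithelium of 6 rats. In the Control group, 3 animals were given the vehicle, PBS, alone. In the STREP group, 3 animals were given the aminoglycoside antibiotic streptomycin at 500 mg/kg per day for 6 weeks from postnatal day 21. Each group held 2 males and 1 female. Groups were taken from the sample labels. The sample titles carry codes but no replicate number within a group, so replicates were numbered in the order of deposition and the numbers pair no animals across groups. The labels put all 6 libraries in the same batch.

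The authors aligned the reads to the rat genome with STAR, quantified them per gene with RSEM, and deposited 1 table of expected counts, the estimated number of reads per gene, without scaling between libraries. The deposited values held 0 entries that were not whole numbers, so the rounding needed by count models changed nothing. The table listed 32883 genes, of which 18705 had a count in at least 1 library. Gene symbols and identifiers were used as the table gave them, and 3970 rows repeated a symbol already used by another row. Expected counts divide reads among similar genes, so values of genes with near-identical copies are uncertain. Genomic coordinates and base composition were not analysed here.

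Library totals ran from 29333584 to 59906048 counts. A total of 3 counts was taken as the detection floor, which came to between 0.0501 and 0.102 CPM (counts scaled to library size) across libraries. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules.

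Counts were analysed in R 4.3.3 with DESeq2 1.42.0. All genes entered the fit, with median-of-ratios size factors, group as the single factor, Wald tests, and independent filtering at 0.05. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05 and its fold change in either direction exceeded 1.5. Normalised counts are counts divided by the size factor. Principal component analysis used the 500 most variable genes on the regularised log scale. Gene sets were tested with the cameraPR function of limma 3.58.1 on the Wald statistics of genes with a mean normalised count of at least 10, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 11 sets. The sets were short lists written by hand, with no ontology table used. This test treats genes as the units of sampling and does not measure variation between animals. A score per animal, the mean of log2(normalised count + 1) over a set, was therefore compared with an exact two-sided permutation test, for which 3 animals against 3 cannot give a p-value below 0.1.

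The tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Named genes were 48 genes that the study's text names (another that it names is not reported here), the 5 highest and 5 lowest fold changes among called genes with a mean normalised count of at least 100 and no overlap between groups, and the 5 called genes with the smallest adjusted p-values. Alternatives were edgeR 4.0.16 quasi-likelihood tests with and without a count filter, other scaling factors, a filter of 10 counts in 3 samples, no independent filtering, sex as a covariate, males alone, other thresholds, other transformations, and leaving out each animal in turn. Thinning every library at random to the smallest total, and testing gene sets with library totals as size factors, were added after the data had been seen.

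The procedure was tested on simulated counts for 32883 genes with the means, dispersions and library sizes of the real libraries and a 2-fold change in 200 genes. DESeq2 recovered 143 of the 200 changed genes and edgeR 121. Of the genes called in the simulation, 21.0% with DESeq2 and 11.0% with edgeR had not been changed, both above the nominal 5%. Among unchanged genes, 5.25% with DESeq2 had an unadjusted p-value under 0.05. Of 100 random sets of 30 unchanged genes, 3 reached p under 0.05 in the gene set test.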

Results

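Gene expression was measured by RNA sequencing in the vestibular epithelium, the sensory tissue of the inner ear that holds the hair cells (HCs), of 3 Control rats and 3 rats exposed to streptomycin, an antibiotic that damages HCs. The single comparison of the design asks which transcripts change under this exposure. Total counts were 59906048, 48568191 and 48999426 in Control replicates 1, 2 and 3 and 29333584, 31814684 and 33744909 in STREP replicates 1, 2 and 3. Depth therefore separated the groups completely, with means of 52491222 ± 6425047 counts in Control and 31631059 ± 2211388 in STREP animals (SD, n = 3, exact two-sided permutation p = 0.1, the smallest this design allows). The labels put all 6 libraries in the same batch. The Y-linked genes Eif2s3y and Kdm5d had 0 counts in both females and at least 1891 and 795 counts, respectively, in every male, which matched the sex labels. Ddx3y, also Y-linked, was low throughout, with 0 counts in both females and in STREP replicate 2, a male, and at most 43.4 normalised counts in the other males.

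The first principal component (PC1) of the 500 most variable genes held 52.2% of the variance and the second 22.4%. PC1 scores ran from -7.96 to -4.07 in Control animals and from 4.77 to 7.38 in STREP animals (exact two-sided permutation p = 0.1, the smallest possible with n = 3). The alternative that moved this share most was the log2 CPM (counts scaled to library size) scale, on which PC1 held 26.7%. Scores on the second component did not separate the groups (exact permutation p = 0.9). They did separate the sexes, at -3.29 in the Control female, -6.17 in the STREP female and from -0.705 to 5.76 in males. With 1 female per group, a difference of sex could not be told apart from one between individual animals.

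**Figure D1:**
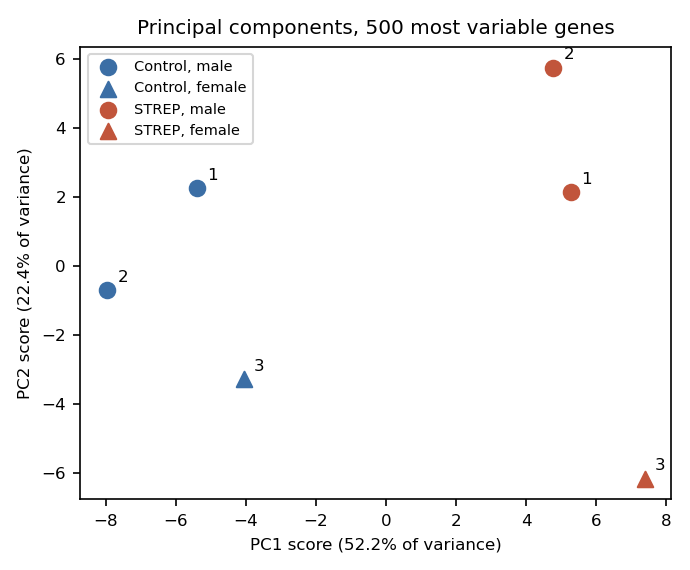
Scores of the 6 animals on the first (x axis) and second (y axis) principal components of the 500 most variable genes, in units of the regularised log2 scale, with replicate numbers beside the points, colours for groups and triangles for females. Control animals lie between -7.96 and -4.07 on PC1 and STREP animals between 4.77 and 7.38.

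DESeq2 called 527 genes, 223 lower and 304 higher in STREP animals, out of 16250 tested. The alternative that lowered this count most, a fold change threshold placed inside the Wald test, called 82 genes, and the edgeR quasi-likelihood test with a count filter called 264. Among all 16250 tested genes, 2885 (17.8%) had no overlap between the 3 STREP and the 3 Control values, where chance gives 10%. Without the fold change threshold, 605 genes passed the adjusted p-value. The median log2 fold change was -1.04 among genes called lower and 1.06 among genes called higher, and that of all genes with a mean normalised count of at least 10 was 0.0057.

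**Figure D2:**
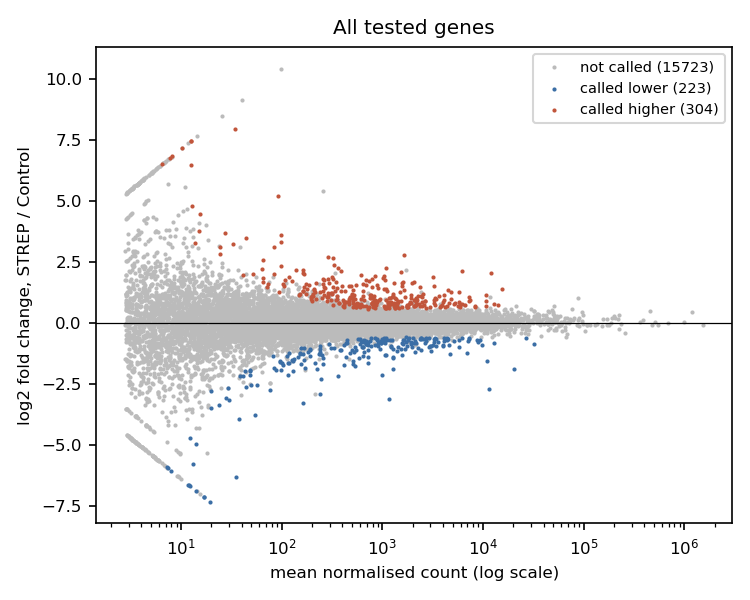
Log2 fold change of STREP over Control (y axis) against the mean normalised count on a log scale (x axis) for each tested gene, with called genes in colour. The 223 genes called lower and the 304 called higher are drawn in separate colours, and 39 and 32 of them, respectively, had a mean normalised count under 100.

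The 5 genes with the smallest adjusted p-values included 4 that fell. AC132671.2 (ENSRNOG00000055680), the gene that the study calls Vsig10l2, went from 20024 ± 1132 to 3080 ± 556 normalised counts (SD, n = 3), a log2 fold change of -2.70 ± 0.16 (SE, DESeq2 adjusted p = 2.61e-61). AABR07065625.1 went from 2071 ± 299.9 to 236 ± 46.9 normalised counts, with a log2 fold change of -3.13 ± 0.20 (DESeq2 adjusted p = 3.81e-49). Adam11 and Syt6 had log2 fold changes of -1.87 and -2.14. Mthfd2 rose from 406 ± 48.5 to 2840 ± 438 normalised counts, a log2 fold change of 2.80 ± 0.18 (DESeq2 adjusted p = 1.57e-51). Among called genes with a mean normalised count of at least 100, the other low extremes were AABR07072356.1, Mctp1 and Bank1, with log2 fold changes of -3.30, -2.93 and -2.31. The other high extremes were LOC100912427, Fkbp5, Gas1 and Chac1, with log2 fold changes of 2.70, 2.65, 2.36 and 2.26. LOC100912427 is annotated as a processed pseudogene, so its value is uncertain where reads are shared with the parent gene. Fkbp5 went from 89.4 ± 76.2 to 562 ± 179 normalised counts (DESeq2 adjusted p = 0.0332). Fkbp5 was not called when Control replicate 1, STREP replicate 2 or STREP replicate 3 was left out. It was called with sex as a covariate (2.92, DESeq2 adjusted p = 5.11e-06) and among males alone (3.69, DESeq2 adjusted p = 2.08e-10).

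The study lists 34 genes as lower in all of its ototoxicity models, a list drawn in part from these same data. All 34 had a negative log2 fold change, from -2.70 to -0.47, and 30 were called lower. Of the 34, 33 had an adjusted p-value under 0.05 over all genes and 34 over the list alone. Their mean log2 fold change was -1.05 (cameraPR adjusted p = 5.83e-95). Kcna10 fell from 16264 ± 2152 to 5527 ± 297 normalised counts (log2 fold change -1.56), Atp2b2 from 3965 ± 264 to 2076 ± 296 (-0.93), Bmp2 from 816 ± 27.3 to 242 ± 77.0 (-1.76) and Bdnf from 5221 ± 491 to 2808 ± 218 (-0.89). The 4 listed genes that were not called stayed within the fold change threshold. They were Dner (-0.47), Cfap126 (-0.52) and, named here after their values were seen, Rasal2 (-0.48) and Rab3ip (-0.51). Among males alone, Cfap126 was called lower (-0.71). The edgeR quasi-likelihood test with a count filter called 25 of the 34 lower, and Ntrk3, Cdh18 and Ptprq were among those it did not call.

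**Figure D3:**
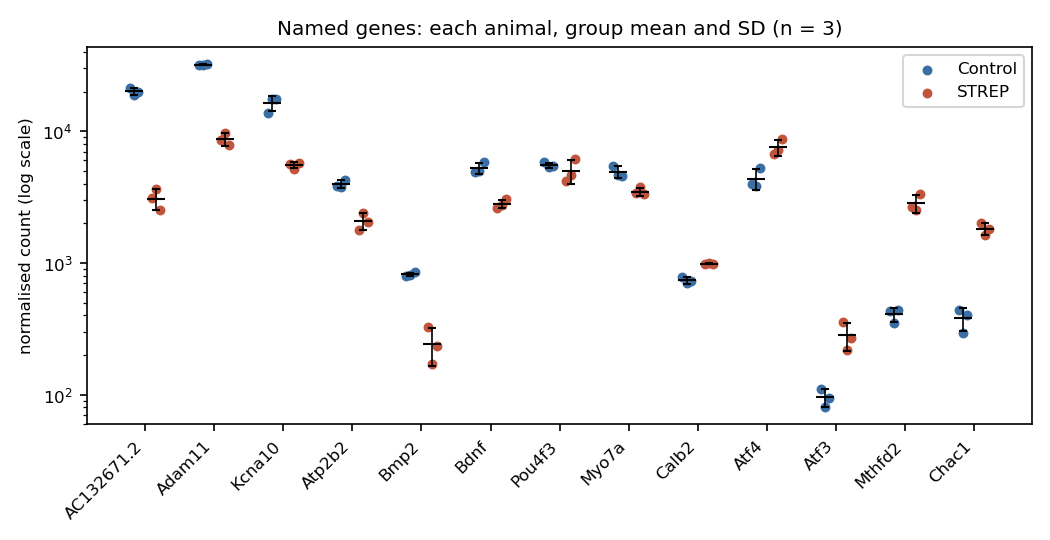
Normalised counts on a log scale (y axis) of 13 named genes (x axis) in each of the 3 Control and 3 STREP animals, with the group mean and SD as black bars. AC132671.2 falls from 20024 to 3080 and Mthfd2 rises from 406 to 2840, while the animals of both groups overlap for Pou4f3.

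Other HC genes were lower by a smaller margin. The 40 genes of this set had a mean log2 fold change of -0.43 (cameraPR adjusted p = 4.56e-14), with 32 members below 0, 12 called lower and 1 called higher. Myo7a (-0.49) and Lhfpl5 (-0.45) passed the adjusted p-value but not the fold change threshold, whereas Pvalb (-1.44) passed both. Spp1 (-0.43), Pou4f3 (-0.15), Atoh1 (0.40), Calb2 (0.42), Cdh23 (0.45) and Ush1c (0.21) were not called, although among males alone Spp1 was called lower (-0.63). Atp2b3, which was not in this set, was not called either, at -0.71 (DESeq2 adjusted p = 0.520). The study lists Myo7a, Lhfpl5 and Atp2b3 as lower under streptomycin, so the calls made here differ from its own for these genes. The reason was not tested. The 21 supporting cell genes had a mean log2 fold change of 0.24 (cameraPR adjusted p = 0.00174), but their scores per animal overlapped between groups (exact permutation p = 0.2). Within each sex, the STREP scores were higher. Relative to the Control mean, STREP males had 0.204 and 0.066, and Control males -0.070 and -0.008. The STREP female had 0.396 and the Control female 0.078, a single pair of animals. With sex as a covariate, the set mean was 0.23 (cameraPR adjusted p = 0.000348).

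Genes regulated by the transcription factor ATF4 were higher in STREP animals. The 33 targets tested had a mean log2 fold change of 1.06 (cameraPR adjusted p = 2.35e-29), 13 of them called higher and 0 lower. Members with few counts raised this mean. The median was 0.57, and the mean over members with a mean normalised count of at least 100 was 0.67. Atf4 itself rose by 0.79 ± 0.17 on the log2 scale (SE, DESeq2 adjusted p = 0.000388), Atf3 from 95.3 ± 14.9 to 282 ± 68.8 normalised counts (log2 fold change 1.56) and Cebpb from 4.66 ± 3.59 to 178 ± 15.9 (5.20). The 20 cytosolic aminoacyl-tRNA synthetases had a mean log2 fold change of 0.36 (cameraPR adjusted p = 8.82e-12), with 5 called higher. The 17 mitochondrial synthetases had a mean of -0.05 (cameraPR adjusted p = 0.473). The scores of the ATF4 targets and of the cytosolic synthetases did not overlap between groups (exact permutation p = 0.1 for each, the smallest possible). Notch1 and E2f6 were called higher, at 0.92 and 0.94, whereas Vdr (0.78) and Taf5l (0.57) were not called. The study lists Vdr and Taf5l as higher under streptomycin, so these calls differ from its own. With sex as a covariate, Vdr was called higher (0.82).

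**Figure D4:**
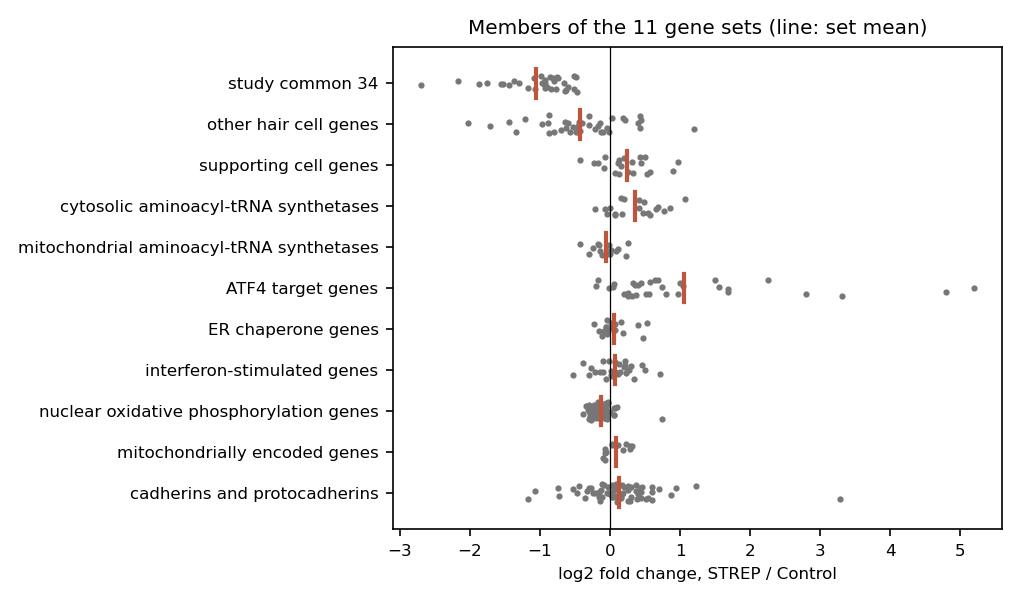
Log2 fold change of STREP over Control (x axis) for each member of 11 gene sets (y axis), with a vertical line at the set mean. The means run from -1.05 for the study's list of 34 genes to 1.06 for the ATF4 targets.

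For the remaining sets, differences did not exceed the spread between animals when sex was ignored. ER chaperone genes had a mean log2 fold change of 0.05 (cameraPR adjusted p = 0.596), interferon-stimulated genes 0.07, mitochondrially encoded genes 0.08, and cadherins and protocadherins 0.13 (cameraPR adjusted p = 0.473 for each of the last 3). Stat2, Stat3, Irf7, Irf9, Isg15 and Igtp were not called, and Oas2 had at most 4 counts in any library, too few to show a difference. Nuclear oxidative phosphorylation genes had a mean of -0.14 (cameraPR adjusted p = 0.000226), but 0 of the 76 members were called. Their scores per animal overlapped between groups (exact permutation p = 0.3). Within each sex, however, the STREP scores were lower. Relative to the Control mean, STREP males had -0.249 and -0.262, and Control males -0.078 and -0.074. The STREP female had 0.077 and the Control female 0.152. With sex as a covariate, the set mean was -0.14 (cameraPR adjusted p = 8.54e-06). With 1 female per group, the difference in females rests on a single pair of animals.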

Values the study reported

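For streptomycin in rats, the study listed 647 differentially expressed genes, of which 280 were downregulated and 367 upregulated. It found 34 genes downregulated in every model it examined. Over its experiments, the first principal component held between 52.2 and 80.3% of the variance.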

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

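The tests in this part were chosen after the group comparison had been seen. For 2 gene sets, the change under streptomycin differed between females and males when an interaction of sex and group was fitted in DESeq2 and tested with cameraPR over the 11 sets. The female-minus-male difference in log2 fold change averaged 0.28 for interferon-stimulated genes (adjusted p = 0.0298) and 0.39 for mitochondrially encoded genes (adjusted p = 0.0115). Each group held 1 female, so the difference rests on a single pair of animals, and the gene set test does not measure variation between animals. The interaction was therefore refitted with each of the 9 choices of 1 Control and 1 STREP animal in the place of the females. An interaction as large was found in 3 of the 9 choices for interferon-stimulated genes and in 7 of the 9 for mitochondrially encoded genes, the females included. A difference between individual animals or in tissue handling could not be told apart from one of sex. Across single genes, 34 had an adjusted p-value under 0.05 for the interaction, 1 of them among the called genes.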

How the results depend on the processing

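The number of called genes depended on the method. It was 264 (126 lower, 138 higher) with edgeR and a count filter, 295 (135 lower, 160 higher) with edgeR and no filter, 309 (139 lower, 170 higher) with library totals as size factors, and 82 (35 lower, 47 higher) with the fold change threshold inside the Wald test, which called 6 of the 34 listed genes. Of the 264 edgeR calls, 263 were also among the 527 DESeq2 calls in the same direction. In the simulation, DESeq2 had the higher share of false calls. With each animal left out in turn, between 424 and 517 genes were called, 178 to 251 lower and 222 to 322 higher, and 261 of the 527 genes were called in all 6 of these fits. Among other scalings, library totals moved the median log2 fold change of all genes most, by -0.0127.

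The share of variance on PC1 was 26.7% on the log2 CPM scale and between 48.0 and 61.7% with each animal left out. The cause was not tested.

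The study's list of 34, the other HC genes, the supporting cell genes, both synthetase families and the ATF4 targets kept their direction and their side of the threshold under every alternative and every omission run. For the list of 34, drawn in part from these same data, this was favoured in advance. With each animal left out, mean log2 fold changes ran from -0.26 to -0.052 for nuclear oxidative phosphorylation genes, which lost significance without Control replicate 3 or STREP replicate 1. They ran from -0.26 to 0.32 for mitochondrially encoded genes, which passed the threshold as lower without STREP replicate 3 and as higher without STREP replicate 2, from -0.036 to 0.15 for ER chaperones, from -0.0033 to 0.16 for interferon-stimulated genes and from -0.041 to 0.24 for cadherins and protocadherins, so these 4 sets had no stable direction. The cause was not tested.

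Among males alone, Ush1c (-0.13), Ppib (-0.029) and Mt-nd4 (-0.081) changed sign. Across the omissions of 1 animal, Ush1c ranged from -0.14 to 0.37, Ppib from -0.069 to 0.24, Mt-nd4 from -0.13 to 0.53, Isg15 from -0.73 to 0.070 and Stat2 from -0.035 to 0.39. None of these genes was called in the full comparison. Oas2 had too few counts for a value without Control replicate 2. Of 231 values of named genes under other settings, 217 kept their direction and call, 8 became weaker, 3 stronger and 3 reversed. Ntrk3, Cdh18 and Ptprq lost their call both with edgeR and a count filter and among males alone, Slc1a4 with the former and Yars with the latter. Vdr gained a call with sex as a covariate (0.82), as it did without Control replicate 2 (0.97), and Spp1 (-0.63) and Cfap126 (-0.71) gained one among males alone. Taf5l was called without Control replicate 3 (0.74). Of 347 values with 1 animal left out, 319 kept both, 16 became weaker, 7 stronger and 5 reversed. Over other settings and omissions together, Ptprq kept direction and call in 4 of 10 fits, Ntrk3 in 5, Cdh18 in 7 and Kcnab1 in 8. Kcnab1 lost its call without Control replicate 1 (-0.57, DESeq2 adjusted p = 0.0607).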

Other observations

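Of the tests in this part, those on other splits and on depth were fixed before their results were seen, and the rest were chosen afterwards. All 10 splits of the 6 samples into 3 against 3 were fitted. The real split was the 1 split of 10 with as many called genes, as many lower, as many higher and as many of the 34 listed genes, and the other splits gave between 1 and 57 calls. It was also the 1 split with as large a mean change of the 34 genes, the other HC genes, the supporting cell genes, the cytosolic synthetases and the ATF4 targets. The rank of the 34 genes, by calls and by mean, was favoured in advance, because the list was drawn in part from this same split. As large a change was found in 3 splits for mitochondrial synthetases, 8 for ER chaperones, 6 for interferon-stimulated genes, 5 for nuclear oxidative phosphorylation genes, 10 for mitochondrially encoded genes and 7 for cadherins. With 10 splits a share below 0.1 cannot be reached, so grouping by chance could not be excluded by this count alone.

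Depth was lower in all STREP libraries. After every library was thinned to the smallest total, 494 genes were called, and 90.3% of the 527 genes were called again in the same direction, so unequal depth alone did not account for the calls. The labels put all libraries in the same batch, so no comparison between batches could be made.

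Control replicate 2 stood apart among the genes called higher. It held the lowest of the 3 Control values for 62.8% of these 304 genes, against 33.9% of all genes with a mean normalised count of at least 10, and it held the highest Control value for 28.7% of the genes called lower. One candidate explanation is a library or tissue difference that also varies among Control animals and adds to the higher calls. Across all genes, however, differences between Control animals hardly followed the change under treatment, with Pearson r of -0.046 for replicates 1 and 2, 0.0149 for replicates 1 and 3 and 0.0616 for replicates 2 and 3, each set against STREP minus the remaining Control animal. Genes are not independent replicates, and a correlation over all genes is little moved by a subset of 304. Without Control replicate 2, 424 genes were called, the fewest of the 6 fits that each left out 1 animal. Of the 304 genes called higher, 208 were then called again, against 235 and 229 without Control replicates 1 and 3, and between 204 and 208 without each STREP animal. The pattern could not be told apart from a technical one, and base composition and gene length were not analysed here.

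HC genes did not fall by a common amount. Equal loss of cells would lower transcripts made only by HCs by the same share, but the 40 other HC genes differed by more than their standard errors allow, with a Cochran's Q per degree of freedom of 7.61 where a shared change gives about 1, as did the 8 genes of a list for type I HCs, at 17.5. This measure treats genes as independent, although all were read in the same animals. The type I list averaged -1.45 and a list of 7 genes for type II HCs averaged -0.15 on the log2 scale, but 7 of the 8 type I genes also belong to the study's list of 34, which was chosen for falling. Expression of some members in other cells may also make the changes unequal. These counts alone therefore cannot separate a loss of HCs from lower expression per cell. The study gives further evidence. In rats treated with the sequenced animals, its HC counts were lower on average, without a significant difference. In HCs of streptomycin rats it reports less Atp2b2 and Dner protein, while the fall of Kcna10 protein was not significant. In vitro, streptomycin lowered Vsig10l2 RNA per HC without significant HC loss. The study concludes that HC loss cannot account for the decreases in RNA.

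ATF4 targets, some of them with few counts, rose relative to ER chaperones by 1.03 on the log2 scale, and cytosolic relative to mitochondrial synthetases by 0.41, in 3 of 3 STREP animals for each (exact permutation p = 0.1, the smallest possible). An amino acid or translation stress without a rise of ER chaperones is a candidate explanation, which this number of animals cannot settle. The study's own enrichment analysis of these samples found an unfolded protein response set raised after streptomycin. The ER chaperone list used here was a different set, written by hand, so its result does not contradict that finding.

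Marker lists of other cells were compared as a check on the dissection. Mean log2 fold changes were -0.43 for Schwann cell, -0.38 for dark cell and 0.36 for immune cell genes (cameraPR adjusted p = 0.00304, 0.00457 and 0.00699 over 8 lists). They were -0.53 for melanocyte, 0.29 for neuron, -0.57 for red blood cell, -0.13 for bone and cartilage and 0.029 for endothelial genes, with adjusted p of at least 0.116. Scores per animal for Schwann and dark cell genes overlapped between groups (exact permutation p = 0.3 for each), whereas those for immune cell genes gave the smallest possible p of 0.1. A different share of surrounding tissue may contribute to some calls, but the overlap of the Schwann and dark cell scores leaves this open. Such lists cannot tell a change in the share of a cell type from a change of its expression under treatment.

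The titles of STREP replicates 1 and 2 share a number. Their counts gave a chi-square per degree of freedom of 59.96, the lowest of the 6 pairs within groups, as 2 libraries of 1 animal would also give. That measure grows with depth and these were the 2 smallest libraries, so it was repeated after thinning. It was then 57.7, above the 39.6 of Control replicates 2 and 3, so another pair was more alike at equal depth. Within STREP, this pair stayed the most alike, with 91.4 for replicates 1 and 3 and 189 for replicates 2 and 3. These replicates are the males of the group. In Control, however, the males, replicates 1 and 2, had 57.9 and were less alike than replicates 2 and 3, a male and a female. The study's methods describe a single pooled sample per animal, so the libraries were treated as separate animals.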
